A study of Homo sapiens with 12 samples. Its data were reported in "Enhancer remodeling promotes tumor-initiating activity in NRF2-activated non-small cell lung cancers" (2020).

How the data were processed

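RNA sequencing was performed on 12 libraries from 3 human non-small cell lung cancer cell lines, A549, H2023 and H460, which the labels describe as carrying a KEAP1 mutation. A549 and H2023 are labelled as lung adenocarcinoma and H460 as large cell carcinoma. KEAP1 is the negative regulator of the transcription factor NRF2, which is encoded by NFE2L2. Cells received a control siRNA or an siRNA against NRF2 and were collected after 48 h. Each of the 6 groups held 2 libraries. The 2 libraries of an NRF2 siRNA group were made with different siRNAs, number 28 in the library numbered 0 and number 30 in the library numbered 1, so the spread within such a group included the difference between siRNAs. Ribosomal RNA was removed from the A549 samples, whereas polyA RNA was selected for H2023 and H460, and all libraries were strand-specific. The protocol therefore cannot be separated from the difference between A549 and the other lines.

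Per the study's methods, the authors aligned reads to hg19 with TopHat and estimated abundance with Cufflinks. The authors deposited 1 file of FPKM values per library, with 57815 genes each. FPKM values are already scaled to transcript length and library size, and Cufflinks shares reads between similar transcripts by an estimate, so values of near-identical genes are uncertain. The authors also deposited 1 table of DESeq2 results per line, which held a mean normalised count (a signal value), log2 fold changes with their standard errors, a Wald score, and p-values with their adjusted form. The log2 values in the authors' deposited tables were control siRNA over NRF2 siRNA, and their sign was turned here. No 2 libraries had identical values. A total of 12710 FPKM values under 1e-06 were set to 0.

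Counts per library were not used here. The analysis planned before the data were examined was a quasi-likelihood count test, and because the deposited values were FPKM, not counts, it was replaced by limma on log2(FPKM + 1). All fold changes are thus on the log2(FPKM + 1) scale, which understates the change of genes with low values. Genes were tested in a line if FPKM was at least 1 in at least 2 of its 4 libraries. Moderated tests in limma 3.58.1 under R 4.3.3 let the prior variance follow mean expression, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fits with and without that trend had both been seen before the trend was adopted. Loading and plotting used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Gene positions are those of the GENCODE annotation lifted to GRCh37, the assembly that hg19 names, and 96.1% of the gene identifiers were matched to a symbol by identifier without version, so gene bounds can differ from those the authors used. Positions are those of the whole gene and were not resolved into exons or untranslated regions.

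Each line was fitted on its own 4 libraries, with 2 residual degrees of freedom. Common genes were those past the threshold in the same direction in all 3 lines, and the overlap was compared with 10000 permutations of the calls over the genes within each line. The average effect and the difference in effect between lines were tested in 1 fit of all 12 libraries with 6 group means. The siRNAs were compared in the 6 NRF2 siRNA libraries with cell line as a covariate. Gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01, with fry beside it, adjusted over 21 tests of 7 lists in 3 lines. The lists were canonical NRF2 targets, a part of the genes that the study names as specific effectors, reference genes that it discusses (mainly known NRF2 targets, other NOTCH genes, and regulators or partners of NRF2 and NOTCH3), Notch response genes, proliferation genes, interferon response genes, and ATF4 targets with serine synthesis genes.

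The scripts were tested on simulated data with 200 changed genes per simulation, drawn from the real means and from replicate SDs that had been moderated across genes. The per-line test called 68.4% of the changed genes at the A549 spread, 38.3% at the H2023 spread and 19.7% at the H460 spread, with 6.94%, 3.53% and 2.72% of calls false. A total of 26.8 of the 200 changed genes were called in all 3 lines on average. With the unmoderated SDs these shares of changed genes called were 46.5%, 17.6% and 0%. All these shares are for 200 changed genes and need not hold for H460, where 1879 genes passed in the real libraries. The test of the average effect, with the planned filter of FPKM at least 1 in any 2 of the 12 libraries, gave 21.0% false calls against the nominal 5%, and the test of the difference between lines gave 23.8 false calls per simulation. The filter for both tests was therefore changed to FPKM at least 1 in 2 libraries of every line. That change was made after the results of both tests on the real data under the planned filter had been seen. It left 11.6% false calls for the average effect and 1.3 false calls per simulation for the difference. The adjusted p-values of the average effect are thus too optimistic.

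Genes were named by a rule set before the data were examined. It covered NFE2L2, the genes of the lists of named effectors and reference genes, the 8 common genes with the largest mean fall among those with a mean of at least 50 normalised counts in each line in the authors' deposited tables, up to 5 common genes that rose, the 5 genes with the smallest p for a difference between lines, and the 3 genes with the smallest p in each direction between the siRNAs. A gene of the reference list is not reported here.

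The depth of each library in reads was not known from the FPKM values. Mean normalised counts in the authors' deposited tables summed to 33017216 for A549, 14228216 for H2023 and 14029849 for H460. Relative depth within a line was estimated from the steps between low FPKM values and lay between 92.6% and 107% of the first control library of the line. An FPKM of 0 can be a failed estimate. MT-RNR1 and MT-RNR2 were listed at 0 in all libraries and RPS29, ANKRD28, RN7SL2, RN7SL4P and ENSG00000258486.2 in all A549 libraries, although each had at least 1527 normalised counts on average in the authors' deposited tables. Values at 0 are therefore described only as listed at 0.

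Alternatives chosen before the data were examined were median-of-ratios scaling, no filter, a pseudocount of 0.1, the replicate number as a block, 1 fit of all 12 libraries for the per-line results, H460 and H2023 only, each cell line left out of the siRNA comparison, control libraries added to that comparison, other gene list tests, and each library left out in turn. Alternatives added after the data were seen were no mean-variance trend, quantile normalization, FPKM at least 1 in every library, transcripts of at least 200 bases, removal of trends with GC content and transcript length, mitochondrial transcripts left out, a longer list of effector genes, a weight per cell line, the planned filter for the tests on all 12 libraries, and the authors' deposited tables.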

Results

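RNA was sequenced from A549, H2023 and H460 cells after transfection with control siRNA or NRF2 siRNA, with 2 libraries in each of the 6 groups. Relative depth within a line ranged from 92.6% to 107% of the first control library. The number of genes at 1 FPKM or above lay between 12732 and 13909 per library. The 10 most abundant genes took 35.2% to 44.3% of the FPKM sum in A549, which was prepared by rRNA removal, and 10.4% to 24.0% in the polyA-selected H2023 and H460 libraries. Values of A549 are therefore not compared in level with those of the other lines.

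The targeted gene was examined first to check the labels. NFE2L2 (ENSG00000116044.11, chromosome 2, 178083395 to 178257484, minus strand, GRCh37) was at 34.5 ± 5.16 FPKM in A549 control libraries and 6.58 ± 1.79 FPKM in A549 NRF2 siRNA libraries (SD, n = 2 each). In H2023 it was at 119 ± 1.06 FPKM with control siRNA and 7.27 ± 0.663 FPKM with NRF2 siRNA (SD, n = 2 each). In H460 the values were 122 ± 31.7 FPKM and 9.36 ± 3.99 FPKM (SD, n = 2 each). The log2 fold change in limma was -2.24 ± 0.22 (SE, adjusted p = 0.0178) in A549, -3.86 ± 0.16 (adjusted p = 0.00529) in H2023 and -3.60 ± 0.34 (adjusted p = 0.0111) in H460. Both NRF2 siRNA libraries were below both control libraries in each line. With no filter on low values the fold changes were the same, but the adjusted p rose above the threshold, to 0.235 for the NFE2L2 A549 log2 fold change, 0.165 for the NFE2L2 H2023 log2 fold change and 0.113 for the NFE2L2 H460 log2 fold change.

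**Figure D1:**
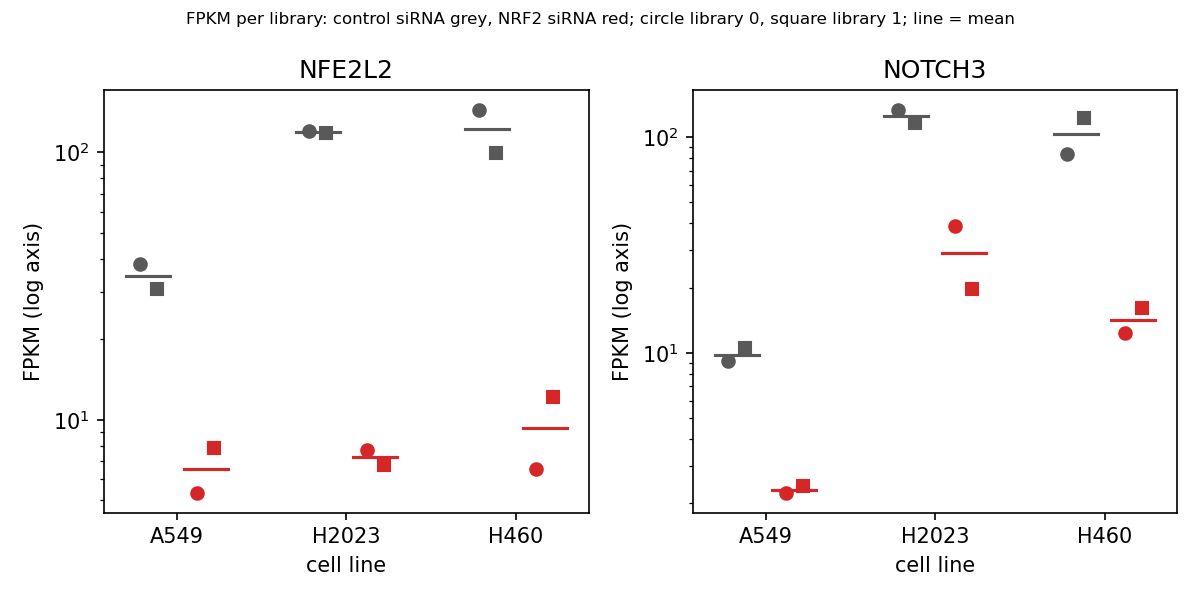
FPKM of NFE2L2 and NOTCH3 (log axis) in each of the 12 libraries, by cell line; grey points are control siRNA, red points NRF2 siRNA, circles library 0, squares library 1, and lines group means. NFE2L2 lay between 30.9 and 144 FPKM in control libraries and between 5.31 and 12.2 FPKM in NRF2 siRNA libraries.

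The per-line comparison asked which transcripts change when NRF2 is lowered. In A549, 77 genes were lower and 17 higher of 13898 tested at an adjusted p under 0.05 in limma. In H2023, 82 genes were lower and 46 higher of 14059 tested. In H460, 922 genes were lower and 957 higher of 13446 tested. The median replicate SD of log2 values was 0.160 in A549, 0.212 in H2023 and 0.253 in H460. These counts depended most on the filter, since no gene passed the threshold in any line with no filter on low values, where 3370, 3661 and 5603 genes had an unadjusted p under 0.05. The authors' deposited tables, made from counts with DESeq2, list 368 lower and 448 higher genes for A549, 358 and 475 for H2023, and 1646 and 1643 for H460. Across genes, the fold changes here and those in the authors' deposited tables had correlations of 0.833, 0.916 and 0.941 in A549, H2023 and H460, and genes are not independent replicates. Of the genes called here, 72 of 94, 113 of 128 and 1725 of 1879 were also called in the same lines in the authors' deposited tables.

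The study defined common NRF2 downstream genes as those lower in all 3 lines. Of 11571 genes tested in all 3 lines, 32 were lower in each, against a mean of 0.0251 and at most 2 in 10000 permutations (permutation p = 1e-04, one-sided, the smallest they can give). No gene was higher in all 3 lines, although 215 were higher and 207 lower at an unadjusted p under 0.05 in each. In A549 and H2023 together 38 genes were lower and 0 higher, in A549 and H460 46 lower and 2 higher, and in H2023 and H460 53 lower and 14 higher, with 1 gene called in opposite directions. That gene was SCARNA17, whose values listed at 0 can be failed estimates. The authors' deposited tables give 124 genes lower and 65 higher in all 3 lines, and 30 of the 32 genes found here are among those 124. The 8 named common genes with the largest mean fall were OSGIN1, TRIM16L, NMRAL2P, NR0B1, GCLM, NFE2L2, SRXN1 and CYP4F11. OSGIN1 (ENSG00000140961.8, chromosome 16, 83964916 to 83999937) had log2 fold changes of -3.69 in A549, -4.07 in H2023 and -4.52 in H460, with adjusted p of 0.0110, 0.00529 and 0.00294. The other 7 had log2 fold changes between -4.46 and -2.24. TRIM16L and NMRAL2P are annotated as transcribed pseudogenes and CYP4F11 has a close paralog, so reads of these 3 genes can be shared with near-identical copies.

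NOTCH3, which the study followed up, is on chromosome 19 from 15269849 to 15311806 on the minus strand (ENSG00000074181.4, GRCh37). In A549 it was at 9.82 ± 0.953 FPKM with control siRNA and 2.32 ± 0.13 FPKM with NRF2 siRNA (SD, n = 2 each). In H2023 it was at 125 ± 12.9 and 29.2 ± 13.5 FPKM, and in H460 at 103 ± 27.4 and 14.3 ± 2.69 FPKM (SD, n = 2 each). The log2 fold change was -1.70 ± 0.16 (SE, adjusted p = 0.0161) in A549, -2.13 ± 0.33 (adjusted p = 0.0695) in H2023 and -2.76 ± 0.28 (adjusted p = 0.0118) in H460. NOTCH3 thus passed the threshold in 2 lines and not in H2023, and was not among the 32 common genes. The effect did not differ between the lines in the test of the difference itself (adjusted p = 0.294). In the authors' deposited table for H2023 the NOTCH3 log2 fold change was -1.86 with an adjusted p of 2.54e-07, and the NOTCH3 H2023 log2 fold change in 1 fit of all 12 libraries had an adjusted p of 0.00338.

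A list of 16 genes that the study names as effectors was fixed before the data were examined, and it does not hold all effectors that the study names. The 16 genes were lower in each line where they were tested. The median log2 fold change of the list was -1.001 in A549, -1.05 in H2023 and -1.98 in H460. Over all genes tested, 3 of 15, 2 of 16 and 15 of 16 passed the threshold in these lines. Adjusted over the list alone, 15, 16 and 16 passed, which is not independent evidence because the study chose the list on these libraries. A longer list of 30 effectors named by the study, of which 15 are in the shorter one, was added after the data were seen. Its genes were likewise lower in each line where they were tested, with medians of -0.81, -1.06 and -1.55, and 4 of 29, 4 of 30 and 24 of 30 passed the threshold over all genes (29, 30 and 30 adjusted over the list alone). In the shorter list, NOTCH3, NR0B1 and HJURP passed in A549, and NR0B1 and F2RL2 in H2023. In H460 only C5AR1 did not (log2 fold change -1.90, adjusted p = 0.0862). C5AR1 was under 1 FPKM in all A549 libraries and was not tested there. FAM20B, ZC3H12A, GPI, GSTP1, HGD, HMGA1, HPDL, NRG4, PFN2, SRPK1 and VRK1 passed in H460 alone in the per-line fits. These calls are not shown to be limited to H460, since in 1 fit of all 12 libraries 2 of the 11 genes passed in A549 and 8 in H2023. All 11 also had an adjusted p under 0.05 in the authors' deposited tables for A549 and H2023. That was fixed in advance, because the study chose its effectors as genes lowered in every line. Of the 11, HMGA1 and HPDL differed between the lines in the test of the difference, HPDL with an adjusted p of 0.0499 that was under the threshold in 3 of 12 alternatives.

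A list of reference genes held mainly known NRF2 targets, other NOTCH genes and regulators or partners of NRF2 and of NOTCH3 that the study discusses. Of these, NQO1, GCLM, GCLC, TXNRD1, NR0B1, CEBPB, AKR1C1 and AKR1C2 passed the threshold in all 3 lines. SLC7A11 had log2 fold changes of -2.44, -2.25 and -2.10 in A549, H2023 and H460, with an adjusted p of 0.0950 in H2023. HMOX1 was at -2.64, -1.39 and -2.19, with an adjusted p of 0.0634 in H2023. Both genes passed in H2023 in the authors' deposited table (adjusted p of 2.24e-05 and 3.13e-05). KEAP1 passed in H460 (log2 fold change -1.62, adjusted p = 0.0158) and not in A549 or H2023. Its effect did not differ between the lines in the test of the difference (adjusted p = 0.0775). NOTCH1, NOTCH2, MAFK and FOSL2 did not pass in any line. FOSL2 was higher by 0.57, 1.13 and 0.84. In the authors' deposited tables KEAP1 also passed in A549 and H2023 (adjusted p of 0.00178 and 4.30e-06). There NOTCH1 passed as lower in H2023 and H460 (0.0482 and 0.0426) and FOSL2 as higher in H2023 (0.0104), whereas NOTCH2 and MAFK passed in no line. EPHX3 was at most 0.173 FPKM in all libraries and was not tested. AKR1C1 and AKR1C2 are paralogs with similar sequence, so their values are uncertain.

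**Figure D2:**
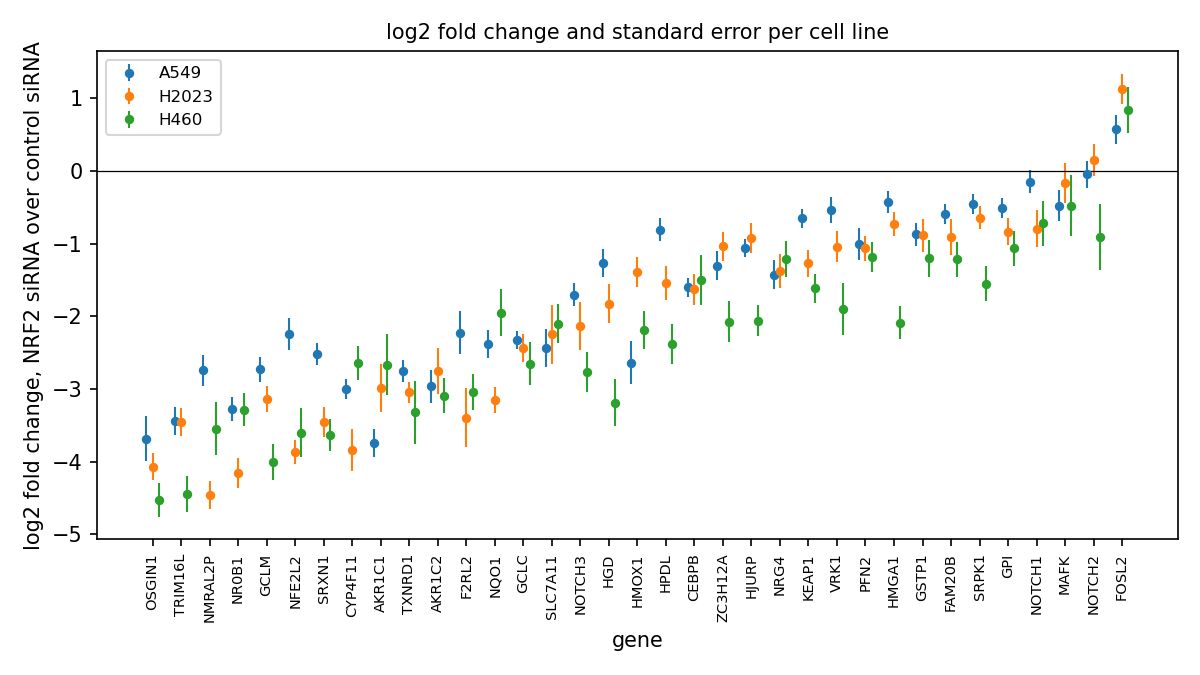
Log2 fold change of a part of the named genes, NRF2 siRNA over control siRNA on the log2(FPKM + 1) scale, in A549 (blue), H2023 (orange) and H460 (green), with bars of 1 standard error. The values shown run from -4.52 for OSGIN1 in H460 to 1.13 for FOSL2 in H2023.

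The average of the 3 within-line effects was tested in all 12 libraries. It was lower for 1674 and higher for 1763 of 11571 genes. Of these, 1465 lower and 1575 higher genes had the same sign in all 3 lines. NFE2L2 had an average log2 fold change of -3.24 ± 0.16 (SE, adjusted p = 1.75e-06) and NOTCH3 of -2.20 ± 0.17 (SE, adjusted p = 2.82e-05). In simulated data 11.6% of the calls of this test were false, more than the nominal share. Without A549 control library 0 the lower genes numbered 1029, and without A549 control library 1 the higher genes numbered 1142. Leaving out mitochondrial transcripts moved the split most, to 1120 lower and 2385 higher genes, or from 48.7% to 32.0% lower, and moved the median log2 fold change of all genes in H460 from -0.01 to 0.19. For genes above 10 FPKM in H460 the median moved from -0.21 to -0.0025.

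The difference in effect between the lines was tested directly. Of 11571 genes, 290 differed between the lines at an adjusted p under 0.05. Between A549 and H2023 1 gene differed, between A549 and H460 362 genes, and between H2023 and H460 384 genes. With only the libraries of the pair in the fit, these numbers were 1, 138 and 2. The number of genes that differ between lines ran from 2 with H460 and H2023 only, which leaves 1 pair of lines, to 843 with no filter, and was 91 with a weight per cell line. The 5 genes with the smallest p were CDC42EP1, SCARNA17, CAMK2N1, ANKRD1 and PBXIP1. CDC42EP1 (ENSG00000128283.6, chromosome 22, 37956487 to 37965412, plus strand) went from 20.5 ± 0.0416 to 24.8 ± 0.766 FPKM in A549, from 21.6 ± 0.148 to 44.9 ± 1.34 FPKM in H2023 and from 42.4 ± 11.6 to 9.29 ± 0.866 FPKM in H460 (SD, n = 2 each). CAMK2N1 (chromosome 1, 20808884 to 20812703) went from 0.573 ± 0.0786 to 12.2 ± 2.93 FPKM in H460 (SD, n = 2 each), whereas its log2 fold change was 0.30 in A549 and 0.49 in H2023. ANKRD1 (chromosome 10, 92671853 to 92680844) went from 1.79 ± 0.126 to 49.7 ± 16.7 FPKM in H2023 (SD, n = 2 each), with log2 fold changes of 0.42 in A549 and 1.10 in H460. PBXIP1 (chromosome 1, 154916552 to 154928599) went from 11.1 ± 1.21 to 60.8 ± 1.52 FPKM in H460 (SD, n = 2 each), against log2 fold changes of 0.20 in A549 and 0.02 in H2023. SCARNA17, a small RNA gene, was listed at 0 in both H2023 control libraries and both H460 NRF2 siRNA libraries, and at 6.32 and 6.76 FPKM in the H2023 NRF2 siRNA libraries and 3.21 and 7.59 FPKM in the H460 control libraries. Its log2 fold change in H460 was -2.59 here (adjusted p = 0.0188), but 0.52 with no adjusted p in the authors' deposited table.

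The 2 NRF2 siRNAs, which share their target, were compared with each other to see which transcripts differed between them. No gene passed the threshold of 15716 tested, and 2853 (18.2%) had an unadjusted p under 0.05. The smallest adjusted p was 0.123. This count of 0 depended on the libraries and filter used. In the 12-library fit of siRNA 28 against siRNA 30 genes lower with siRNA 28 numbered 297, and for siRNA 28 against siRNA 30 genes higher numbered 650. NFE2L2 had a log2 fold change of -0.38 ± 0.23 (SE, adjusted p = 0.438) between siRNA 28 and siRNA 30. The genes with the smallest p were TMEM64, ARPC5 and ENSG00000265626, lower with siRNA 28, and HNRNPA1, ERBIN and COPS8, lower with siRNA 30, each with an adjusted p of 0.123. Against the mean of the control libraries, ARPC5 (chromosome 1, 183589981 to 183604918) was at -1.13, -1.92 and -2.09 on the log2 scale with siRNA 28 in A549, H2023 and H460, and at 0.29, 0.25 and 0.51 with siRNA 30. HNRNPA1 (chromosome 12, 54673977 to 54680872) was at -1.88, -2.52 and -3.58 with siRNA 30 and at -0.18, -0.11 and -1.23 with siRNA 28. HNRNPA1 has processed pseudogenes with similar sequence, so its values are uncertain. ENSG00000265626 is a processed pseudogene and was at most 1.59 FPKM in all libraries.

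**Figure D3:**
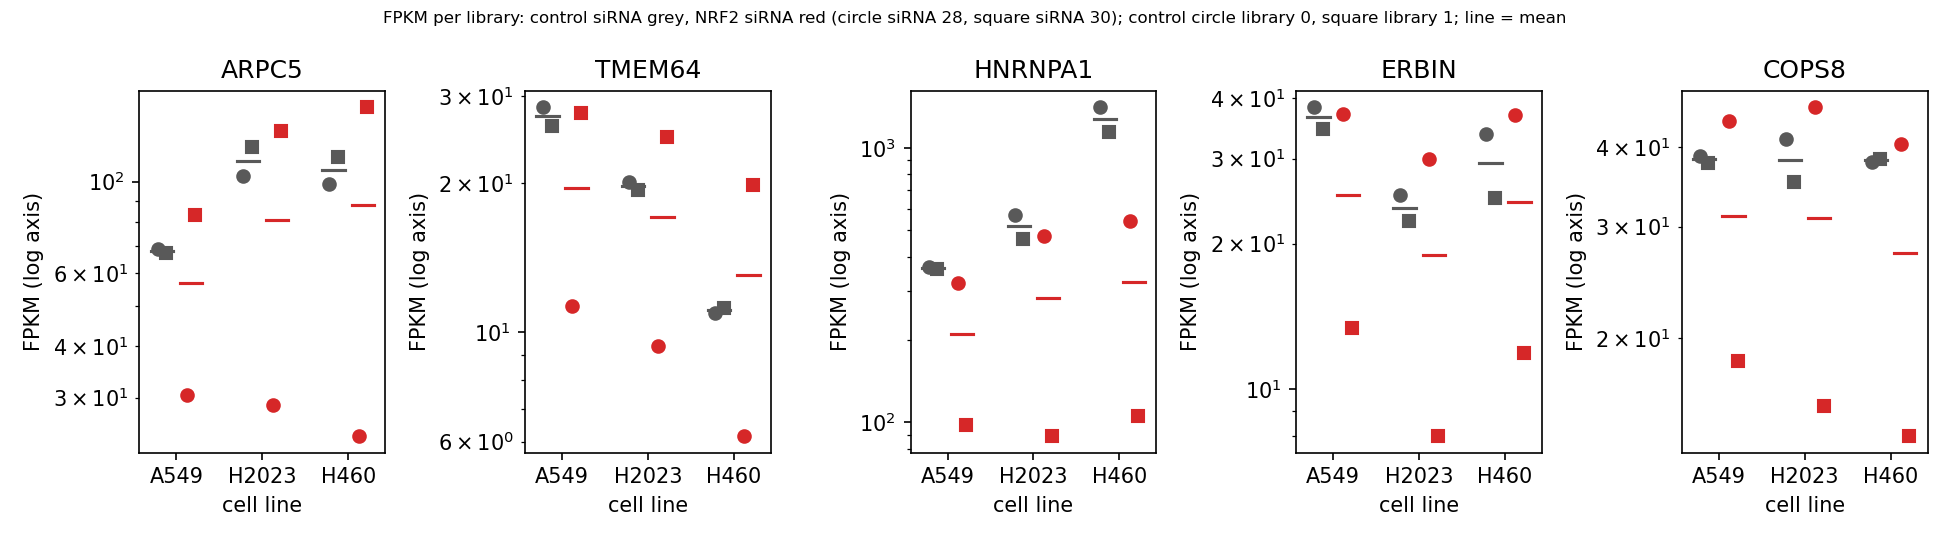
FPKM (log axis) of ARPC5, TMEM64, HNRNPA1, ERBIN and COPS8 in each of the 12 libraries, by cell line; grey points are control siRNA, red circles siRNA 28, red squares siRNA 30, and lines group means. In each line the circle of ARPC5 and TMEM64 lay below the square, and the reverse held for HNRNPA1, ERBIN and COPS8.

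Gene lists were compared in each line with camera. The canonical NRF2 targets had median log2 fold changes of -2.35 in A549, -2.24 in H2023 and -2.23 in H460 (adjusted p of 3.17e-58, 2.66e-42 and 3.24e-21), and 27, 25 and 28 of them passed the threshold over all genes as lower. Adjusted over the list alone, 36 of 36, 34 of 36 and 31 of 35 passed as lower, and 1 passed as higher in H2023. The reference genes, of which 9 are also canonical targets, had medians of -2.35, -1.94 and -2.03 (adjusted p of 2.37e-18, 1.71e-13 and 5.60e-09). The effector genes, of which 1 is a canonical target, had adjusted p of 6.12e-19, 4.14e-17 and 4.77e-13. The study chose the effector genes on these libraries, so their results in camera and fry are not independent evidence. Proliferation genes had medians of -0.24, -0.35 and -1.35 (adjusted p of 4.40e-05, 0.00115 and 8.89e-13), with 0, 0 and 16 of 25 genes past the threshold over all genes and 0, 3 and 23 adjusted over the list alone. The H2023 median was 0.11 without NRF2 siRNA library 0 and -0.77 without NRF2 siRNA library 1, and the A549 median was -0.15 without NRF2 siRNA library 0. ATF4 and serine synthesis genes had medians of -0.57, -0.32 and -1.32 (adjusted p of 1.48e-11, 0.000264 and 0.000114), with 0, 0 and 5 of 19 genes past the threshold over all genes and 11, 0 and 8 adjusted over the list alone. Without control library 0 the last 2 medians were -0.12 and -0.57, and without control library 1 they were -0.58 and -1.999. Interferon genes had medians of 0.31, 0.24 and 0.63 (adjusted p of 0.00545, 0.194 and 0.00134), but single libraries moved them. The first 2 were 0.48 and 0.032 without control library 0, the second was 0.61 without control library 1, and the last was 0.28 without NRF2 siRNA library 1 and 1.11 without NRF2 siRNA library 0. Notch response genes had medians of 0.09, -0.24 and -0.09 (adjusted p of 0.227, 0.194 and 0.656) over 7, 8 and 7 genes that went both ways. The A549 median was -0.29 without control library 1, the H2023 median -0.077 without control library 0, and the H460 median 0.26 without NRF2 siRNA library 1. With an estimated correlation between genes none of the 17 lists and lines past the threshold in camera stayed past it. That correlation was estimated with 2 residual degrees of freedom per line, so this loss cannot decide for or against the lists. Under fry 11 of them did, among them the canonical targets, reference genes and effector genes in all 3 lines.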

Values the study reported

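The study reported 123 genes that were lowered by NRF2 knockdown in every one of the A549, H460 and H2023 lines.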

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

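The tests of library protocol and of unequal spread between lines were chosen after the result was seen. The first form of the protocol test, written before, asked whether H460 and H2023, which share a protocol, differ in almost no gene.

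The effect of NRF2 siRNA differed between the cell lines for 290 of 11571 genes in the test of the difference itself. Removing trends with GC content and transcript length left 266 genes, which argues against those trends as the cause. With a weight per cell line 91 genes were called, against 0.9 and 1 false calls per simulation of this weighted test in simulated data with the replicate SDs of each line, unmoderated and moderated, and no difference in effect, so unequal spread between lines does not account for all of them, though it lowered the number. If library protocol were the cause, A549 would be set apart from both other lines. A549 and H2023, which differ in protocol, differed in 1 gene in the fit of all 12 libraries, in 6 with a weight per cell line and in 1 in the fit of their 8 libraries. H2023 and H460, which share a protocol, differed in 384, 76 and 2 genes in these fits. The last number met the first form of the test, and the 2 genes were CDC42EP1 and SCARNA17, of which SCARNA17 is given no weight below. At an unadjusted p under 0.05, however, the 8-library fits gave 17.0% of genes for H2023 and H460 against 7.51% for A549 and H2023. Protocol is thus argued against for the difference between H2023 and H460. A549 and H460 differed in 362, 346 and 138 genes. Over the 138 genes of the last fit, which leaves H2023 out, the effect in H2023 had a median position of 0.177 between that in A549 (0) and that in H460 (1), and 89.9% of these genes lay nearer to A549. In 20 simulations in which H2023 had the effect of H460 this position lay between 0.459 and 0.847, so protocol is argued against as the whole cause there too. An effect of protocol on part of these genes is not excluded, since A549 is the only line of its protocol. A biological difference between the lines remains among the open explanations and was not tested.

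Of the genes named, 7 differed between the lines. CDC42EP1, SCARNA17, CAMK2N1, ANKRD1 and PBXIP1 were named for the smallest p in this same test. That these genes passed is therefore not separate evidence. HMGA1 (adjusted p = 0.0214) had log2 fold changes of -0.43 in A549, -0.73 in H2023 and -2.09 in H460, and HPDL (adjusted p = 0.0499) of -0.81, -1.54 and -2.38. Both genes were lower in both NRF2 siRNA libraries than in both control libraries of each line, so what differed was the size of the fall. CDC42EP1 (adjusted p = 0.00522) rose in H2023 and fell in H460, with log2 fold changes of 1.02 and -2.05. SCARNA17 (adjusted p = 0.00522) was listed at 0 in H2023 control libraries and in H460 NRF2 siRNA libraries. It is a short gene, from 47340503 to 47340646 on chromosome 18, and a value of 0 in these files can be a failed estimate, so no weight is put on it. CAMK2N1, ANKRD1 and PBXIP1 (adjusted p = 0.00631 each) rose mainly in H460, H2023 and H460, by 3.05, 4.14 and 2.36 on the log2 scale. The adjusted p for HMGA1, CDC42EP1, CAMK2N1, ANKRD1 and PBXIP1 was under the threshold in each alternative run for them except H460 and H2023 only, where CDC42EP1 alone of them stayed under it (0.0477). These alternatives included median-of-ratios scaling, quantile normalization and removal of trends with GC content and transcript length, which argues against scaling and those trends as the cause. HPDL was under the threshold in 3 of 12 alternatives, with adjusted p from 0.0397 to 0.276, so its difference depends on the settings.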

How the results depend on the processing

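Alternatives that need counts were chosen before the data were examined and were not run, namely count-based composition factors, a minimum of 10 counts in every library and a count test made here. Median-of-ratios scaling of FPKM and the authors' deposited tables were used in their place, and scaling by library size alone is what the deposited FPKM already hold. Leaving out a library was not run for per-line calls, common genes or the difference between lines, since an arm would keep 1 library. The cause was not tested for the changes below, except where fewer samples or another set of tested genes is named.

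With no filter on low values, which raised the genes tested to 35376 in A549, 31160 in H2023 and 29735 in H460, 0 genes were lower and 0 higher in each line and 0 genes were lower in all 3 lines. At an unadjusted p under 0.05 there were 3370, 3661 and 5603 genes. The NFE2L2 log2 fold changes of -2.24, -3.86 and -3.60 and the NOTCH3 log2 fold changes of -1.70 in A549 and -2.76 in H460 were the same but no longer past the threshold. The number of genes that differ between lines was 843 there, 460 with the planned filter of FPKM at least 1 in any 2 libraries, 175 after quantile normalization, 91 with a weight per cell line, and 2 with H460 and H2023 only, which leaves fewer samples.

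In 1 fit of all 12 libraries for the per-line results, 9 genes were higher in A549, 203 lower and 252 higher in H2023, and 2055 lower and 1795 higher in H460. The genes lower in all 3 lines were 57 and the genes higher in all 3 lines 1. The NOTCH3 H2023 log2 fold change of -2.13 passed the threshold there with an adjusted p of 0.00338. Over its 13 settings this adjusted p ran from 2.54e-07 in the authors' deposited table to 0.298 with no filter and was under the threshold in 3. Without a mean-variance trend 23 genes were higher in H2023. With transcripts of at least 200 bases 137 genes were lower and 61 higher in A549, where 21 of the 94 genes called had shorter transcripts.

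With mitochondrial transcripts left out 580 genes were lower in H460 and 1426 higher, which moved the share of lower genes from 49.1% to 28.9% and the median log2 fold change from -0.01 to 0.19. The H460 median of genes above 10 FPKM moved from -0.21 to -0.0025. For the average effect that share moved from 48.7% to 32.0%, and 1 gene was higher in all 3 lines. The authors' deposited tables give 368 lower and 448 higher genes for A549, 358 and 475 for H2023, 1646 and 1643 for H460, and 124 lower and 65 higher in all 3 lines. The share of lower genes in the authors' deposited table was 45.1% for A549 and 42.98% for H2023, against 81.9% and 64.1% here. The NOTCH3 H2023 log2 fold change in the authors' deposited table was -1.86 and past the threshold.

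The replicate number used as a block changed several counts, to 298 lower and 413 higher genes in H2023, 1530 lower and 1647 higher in H460, 2 genes higher in all 3 lines and 76 genes that differ between lines. The NOTCH3 H2023 log2 fold change of -2.13 passed the threshold with the block (adjusted p = 0.00558). Of the 11 effector genes that passed in H460 alone, 7 passed in H2023 with the block. With the block 2 of the 13 mitochondrial-encoded mRNAs passed the threshold in H2023 and 2 in H460. Libraries with the same number deviated together in H2023 and H460, with correlations of deviations of 0.31 and 0.16, and not in A549, where it was -0.03. The number was therefore not taken as a pairing of the libraries in all lines, though a shared deviation in H2023 and H460 stays open.

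For siRNA 28 against siRNA 30 genes lower numbered 34 and for siRNA 28 against siRNA 30 genes higher numbered 103 with FPKM at least 1 in every library, which tests fewer genes. The numbers were 47 and 85 leaving cell line A549 out, 297 and 650 with all 12 libraries, and 0 and 1 leaving cell line H460 out.

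With an estimated correlation in camera, which rested on 2 residual degrees of freedom per line, the adjusted p was 0.0547 or higher for all lists. The medians that were no longer past the threshold were -2.35, -2.24 and -2.23 for canonical targets in A549, H2023 and H460, -2.35, -1.94 and -2.03 for reference genes, -1.001, -1.05 and -1.98 for effector genes, -0.57, -0.32 and -1.32 for ATF4 and serine synthesis genes, -0.24, -0.35 and -1.35 for proliferation genes, and 0.31 and 0.63 for interferon genes in A549 and H460. Under fry, ATF4 and serine synthesis genes in H2023 and H460, interferon genes in A549 and H460 and proliferation genes in A549 and H2023 lost the threshold, and the other 11 held.

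Several directions were reversed. The notch response A549 list median was -0.029 with FPKM at least 1 in every library and -0.016 after quantile normalization. The notch response H460 list median was 0.21 with FPKM at least 1 in every library, 0.0088 with mitochondrial transcripts left out and 0.051 with no filter, and the notch response H2023 list median was 0.0070 with no filter. The ENSG00000265626 H460 log2 fold change was -0.20 after removal of GC content and length trends and -0.024 after quantile normalization, and the PBXIP1 H2023 log2 fold change was -0.072 after removal of those trends. In the authors' deposited table the MAFK H2023 log2 fold change was 0.020 and the SCARNA17 A549 log2 fold change 0.044. The SCARNA17 H460 log2 fold change, past the threshold here at -2.59, was 0.52 in the authors' deposited table, which gives no adjusted p for it. The cause was not tested.

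Across the 12 fits that each left out 1 library, the average effect was lower for 1029 to 1938 genes and higher for 1142 to 1857. Across the 4 such fits of a line, list medians ranged as follows in A549, H2023 and H460. Canonical targets ranged from -2.41 to -2.18, from -2.46 to -2.11 and from -2.38 to -2.23. Reference genes ranged from -2.41 to -2.20, from -2.26 to -1.62 and from -2.07 to -1.91. Effector genes ranged from -1.18 to -1.08 in H2023 and from -2.08 to -1.90 in H460. ATF4 and serine synthesis genes ranged from -0.62 to -0.48, from -0.58 to -0.12 and from -1.999 to -0.57. Proliferation genes ranged from -0.26 to -0.15, from -0.77 to 0.11 and from -1.47 to -1.24. Interferon genes ranged from 0.21 to 0.48, from 0.032 to 0.61 and from 0.28 to 1.11. Notch response genes ranged from -0.29 to 0.21, from -0.22 to -0.077 and from -0.19 to 0.26.

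Among the results of other named genes, 102 became past the threshold in a setting, 91 lost it and 3 without a test moved. No filter accounted for 66 of the losses, and the authors' deposited tables for 36 of the gains. With 2 libraries per group the per-line tests found few of the simulated changes at the H460 spread, so a gene that did not pass is not shown to be unchanged.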

Other observations

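The tests of spread and NFE2L2 lowering in H460, of depth, of replicate number, of unequal lowering by the siRNAs and of library protocol for mitochondrial transcripts were chosen or given their final form after the result was seen.

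The number of genes lower in all 3 lines was 32 here. That is lower than the value quoted from the study above. By the same rule the authors' deposited tables give 124 genes, or 123 without NFE2L2.

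Of the 100 splits of the 12 libraries drawn from the 108 that keep the treatment balanced within each line, 1 gave as many genes for the average effect as the real split, namely the real one with 3437. The highest other split, which regrouped 2 libraries, gave 1829 genes, and 65 others gave 0. A grouping by chance is thus argued against.

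H460 had 1879 genes past the threshold, against 94 in A549 and 128 in H2023. A smaller spread between replicate libraries is argued against, since the median SD was 0.253 in H460, the largest of the 3 lines. After removal of trends with GC content and transcript length 1767 genes passed in H460, against 121 in each of the other lines. With mitochondrial transcripts left out 2006 genes passed, against 94 and 142. A stronger lowering of NFE2L2 is argued against for the contrast with H2023, since its log2 fold change was -3.86 in H2023 and -3.60 in H460. For the contrast with A549 it stays open, since the NFE2L2 log2 fold change was -2.24 there. The count was 0 in every line with no filter on low values. Which difference between the lines lies behind the count was not tested, and a biological one remains open as a hypothesis.

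The siRNA comparison gave 2853 genes at an unadjusted p under 0.05, and 1 of the 10 splits of the 6 NRF2 siRNA libraries, the real one, gave as many. Some splits gave the same number of genes (1201, 1834 and 415, each from more than 1 split), so the 10 splits were not all distinct. Even with 10 distinct splits the share could not go below 0.1, so a grouping by chance cannot be told apart from an effect of the siRNA. A difference that goes with the replicate number would also appear between control libraries 0 and 1, where 5.23% of genes had an unadjusted p under 0.05, against 18.2% between the siRNAs. Across genes the 2 sets of fold changes had a correlation of 0.15, and 61.0% of 2750 genes went in the same direction, so a replicate effect may contribute to part of the genes, but it was too small to account for the number. The correlation was the first value looked at and by itself decided nothing. Unequal lowering of NRF2 was not seen in the canonical NRF2 targets as a set. Their median log2 fold change was 0.11 between siRNA 28 and siRNA 30, with 16 genes lower and 20 higher. NFE2L2 itself had the opposite sign, at -0.38 ± 0.23 (SE). Because the targets went both ways, their median cannot tell a small difference in lowering from none. Such a small difference stays open. A candidate explanation for the genes that fell with 1 siRNA alone, such as ARPC5 with siRNA 28 and ERBIN with siRNA 30, is an off-target effect of that siRNA. It was not tested, since the siRNA sequences were not used here.

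More genes reached 1 FPKM after NRF2 siRNA. Both NRF2 siRNA libraries listed more such genes than both control libraries in all 3 lines, with mean differences of 316 in A549, 317.5 in H2023 and 683 in H460 (exact permutation p = 0.00926, two-sided, 216 assignments within lines). Scaling of the FPKM values is argued against, since the order held in 3 lines after median-of-ratios scaling. Deeper libraries are argued against for H460, which gained most, since its NRF2 siRNA libraries had 99.1% of the mean depth of its control libraries. In A549 and H2023 the NRF2 siRNA libraries had 102% of the mean depth of the control libraries, so depth would have to add 157 and 138 genes per percent. Between the 2 libraries of a group it added 0.880 ± 5.39 genes per percent (SE, pooled over 6 groups), or 3.25 ± 10.9 without the H460 NRF2 siRNA libraries, which differed most in depth. Deeper libraries are therefore argued against in these lines too. A biological explanation was not tested.

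The 13 mitochondrial-encoded mRNAs had a median log2 fold change of 1.17 in H460, 0.38 in H2023 and -0.07 in A549, with a replicate SD of 0.421 in H460. None of the 13 passed the threshold in any line without the replicate number as a block, or in the test of the difference between lines. Replicate number is argued against, since the smaller of the 2 medians between H460 libraries with the same number was 1.16. Scaling of the FPKM values is argued against as well, since the median was 1.23 after median-of-ratios scaling. Library protocol stays open. H2023, which shares the protocol, rose by 0.38, but the difference between the lines was not past the threshold for any of these genes.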
